A study of Mus musculus with 2208 samples.

How the data were processed

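The samples were described as single cells from the hippocampus of CK-p25 mice and CK control mice. In CK-p25 mice p25, a truncated activator of the kinase Cdk5, is switched on in forebrain neurons and neurodegeneration follows. Cells carrying CD11b and CD45, surface markers of microglia and other myeloid cells, were sorted into wells of plates. The labels gave 2208 samples from 25 mice, named by genotype, week (0, 1, 2 or 6 weeks after induction) and mouse number. Each of the 8 groups held 3 mice, except CKp25 at 6 weeks with 4 mice.

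The deposited table gave FPKM (fragments per kilobase of transcript per 1000000 mapped fragments) for 23951 genes in every sample, made by the authors from libraries prepared with a modified Smart-seq2 protocol. Cufflinks 2.2 and the genome build mm9 were named in the submitters' processing notes, and the name of the deposited table mentions TopHat. The gene annotation, the filters, the strand setting and the version of the aligner were not given in the sources used here. No column was left without a sample (0 columns), and gene names were used as the table gives them. FPKM keep no count of reads, so the depth behind each value was unknown apart from the median of 251353 mapped reads per cell that the submitters state for 2183 libraries. That number is 25 lower than the 2208 samples in the labels, and 25 wells are numbered first for a mouse, 19 of them with over 8000 genes. Whether these wells hold single cells is not given in the sources used here. No counting interval was computed for this reason.

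Of all values 90.0% were 0, and genes that nearly every cell uses were also at 0: Gapdh in 24.6% and Actb in 2.90% of samples. The values of some single genes are not reported here. A value of 0 was therefore read only as listed at 0. The sum of FPKM per well ranged from 113151.5 to 11726553 with a median of 425335, and the gene with the highest value took a median of 10.6% of it. That gene was the ribosomal RNA gene Rn45s in 955 wells, Cst3 in 636 wells and 1 of 1198 small RNA genes in 224 wells.

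Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1, were used. A well entered with at least 1000 genes at FPKM of 1 or more, which kept 2028 of 2208 wells (91.8%) and left out 180. Doublets were not called, since FPKM carry no molecule counts. In their place, the well numbered first for each mouse (25 wells), where 19 wells held over 8000 genes, was left out in an added setting. Cells were neither clustered nor given a type. The authors' clusters were not used here.

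The mouse was the replicate. Its profile was the mean over its cells of log2(FPKM + 1), so a difference of profiles understates the change of genes at low values. Genes entered when at FPKM of 1 or more in at least 10% of the cells of at least 3 mice (9435 genes). limma was fitted to all 25 mice in 8 groups, with the trend and robust options and 17 residual degrees of freedom, without covariates. Tests were 2-sided with Benjamini-Hochberg adjustment over the 9435 genes and a threshold of 0.05. CKp25 was compared with CK within each week, the genotype effect was compared between weeks as an interaction (later minus earlier week), and CK mice at 1, 2 and 6 weeks were compared with CK mice at 0 weeks.

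Gene lists, markers, the rule for named genes and the tests, apart from those given as added or chosen later, were fixed before the data were examined. The 13 pathway lists were homeostatic microglia, phagocytic and lipid-handling activation, DNA replication, mitosis, type I interferon response, MHC class II, MHC class I presentation, inflammatory cytokines and chemokines, dissociation and immediate early response, cholesterol synthesis, glycolysis, complement and Fc receptors, and lysosome. The 11 cell type lists were monocyte, neutrophil, border-associated macrophage, T or NK cell, B cell, dendritic cell, neuron, astrocyte, oligodendrocyte, endothelial cell and erythroid cell. A list was tested against all other genes with limma's camera at a preset correlation of 0.01, then with an estimated correlation, and with fry, adjusted over the lists of a kind within a comparison. Lists with at least 2 tested genes entered. Named genes were, for weeks 1, 2 and 6, the 12 largest positive and 8 largest negative differences among genes past the threshold whose CKp25 mice all lay above, or all below, the CK mice of that week. For week 0 they were the first 5 in each direction, and for a difference between weeks the 5 largest in each direction past the threshold. Up to 4 members of each list by smallest p, any list member past the threshold, the cell type markers and Cdk5r1, the source gene of p25, could also be named.

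The score of a cell for a list was the mean of log2(FPKM + 1) over its members. For 7 lists, a cell counted when its score lay above the 95th percentile of CK 0-week cells, or below the 5th for the homeostatic list. Shares per mouse were compared by exact permutation of the mice within a week, 2-sided, and over weeks 1, 2 and 6 by permutation within each week. Spearman correlations between scores over the cells of a mouse were computed for 10 pairs of 5 lists in the 10 CKp25 mice of weeks 1, 2 and 6. Their mean was tested by exact flips of sign (1024 flips), with Benjamini-Hochberg adjustment over the 10 pairs. A cell carried another type when 3 or more markers of 1 type were at FPKM of 10 or more.

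The alternatives were log2 of the mean FPKM of a mouse, pseudocounts of 0.1 and 10, no gene filter or a filter at 30% of cells, no cell filter or a minimum of 2000 genes, and FPKM rescaled to sum to 1000000 in each cell (TPM). Further ones were quantile normalization of the mice, mean genes per cell as a covariate, the mouse number as a block, fits on the groups of the weeks compared alone, limma without the trend and robust options, and leaving out cells carrying another type, the 7 wells with doubled names, or each mouse in turn. Shares were recomputed with the 90th and 99th percentile and after subtracting the mean of all tested genes in the cell. Correlations were recomputed with genes per cell held, with a minimum of 2000 genes and in weeks 2 and 6 alone. Leaving out the first wells and a TPM without small RNA genes were added after the data were seen. The labels do not say that a mouse number marks a shared litter or day. Deviations from the group means of equally numbered CK and CKp25 mice were correlated over genes at 0.116 to 0.220 at week 0. There all 3 of 3 pairs lay over 0.1. Not all pairs did in later weeks, but at week 2 the values were 0.263, 0.348 and 0.0788. Shared deviations were therefore not confined to week 0. The block added no call at week 0, where there were 0 without it. Whether the block captures what equally numbered mice share within a week was not tested.

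The limma fit was tested on simulated profiles with 200 of 9435 genes changed, 50 at each size of change. Results of the simulation are given for limma alone, and not for the list tests, shares or correlations. The levels of the changed genes are not given here, so the recovered shares need not hold for genes at low values. At a change of 0.5 on the log2 scale, limma recovered 0% of the 50 genes for week 0, 8% for week 1, 2% for week 2 and 6% for week 6. At a change of 1 it recovered 36% of the 50 genes for week 0, 32% for week 1, 22% for week 2 and 40% for week 6. At a change of 2 it recovered 90% for weeks 0 and 1 and 86% for weeks 2 and 6. False calls were 12 for week 0, 6 for week 1, 5 for week 2 and 5 for week 6. The genome build of the reference at hand differed from mm9, so no coordinates are given.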

Results

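Messenger RNA of single hippocampal cells sorted for CD11b and CD45 was measured in CK-p25 mice (CKp25) and CK control mice before induction of p25 (0 weeks) and 1, 2 and 6 weeks after it. The study followed how microglia change while neurodegeneration progresses, and week 0 gives the background of the genotype comparison. CK mice contributed 288, 288, 288 and 192 wells at 0, 1, 2 and 6 weeks, of which 274, 272, 284 and 182 were kept. CKp25 mice contributed 288 wells at each time point, of which 260, 267, 258 and 231 were kept. Unless stated otherwise, a difference is CKp25 minus CK in the mean over cells of log2(FPKM + 1), ± its standard error from limma, with 3 mice per group and 4 mice for CKp25 at 6 weeks. Levels in FPKM and percentages of cells with a gene at FPKM of 1 or more are means over mice ± SD. The depth behind a value is unknown, since FPKM keep no read counts.

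The median well held 2299 genes at FPKM of 1 or more, and the median kept well 2364.5. Mouse medians of genes per kept cell were 2133 ± 274 in CKp25 and 2109 ± 117 in CK at 0 weeks, and 2486 ± 335 and 2466 ± 295 at 1 week. They were 2818.5 ± 274 and 2582 ± 306 at 2 weeks, and 2187 ± 328 and 2113 ± 501 at 6 weeks. Exact permutation tests over mice, 2-sided, gave p = 1 at 0 weeks, 0.9 at 1 week, 0.2 at 2 weeks and 0.886 at 6 weeks, and 3 mice against 3 cannot give less than 0.1. Of the 89 wells of CKp25 mouse 3 at 6 weeks, 52 were kept. The 25 wells numbered first for each mouse held a median of 10011 genes (highest 12232), against 2292 in the other wells. Over 8000 genes were found in 19 of them and in 1 other well, and the remaining 6 held 1564 to 4969. Whether the 19 hold single cells is not given in the sources used here. Counts of called genes without these wells are given below for weeks 1, 2 and 6 and for changes between successive weeks.

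**Figure D1:**
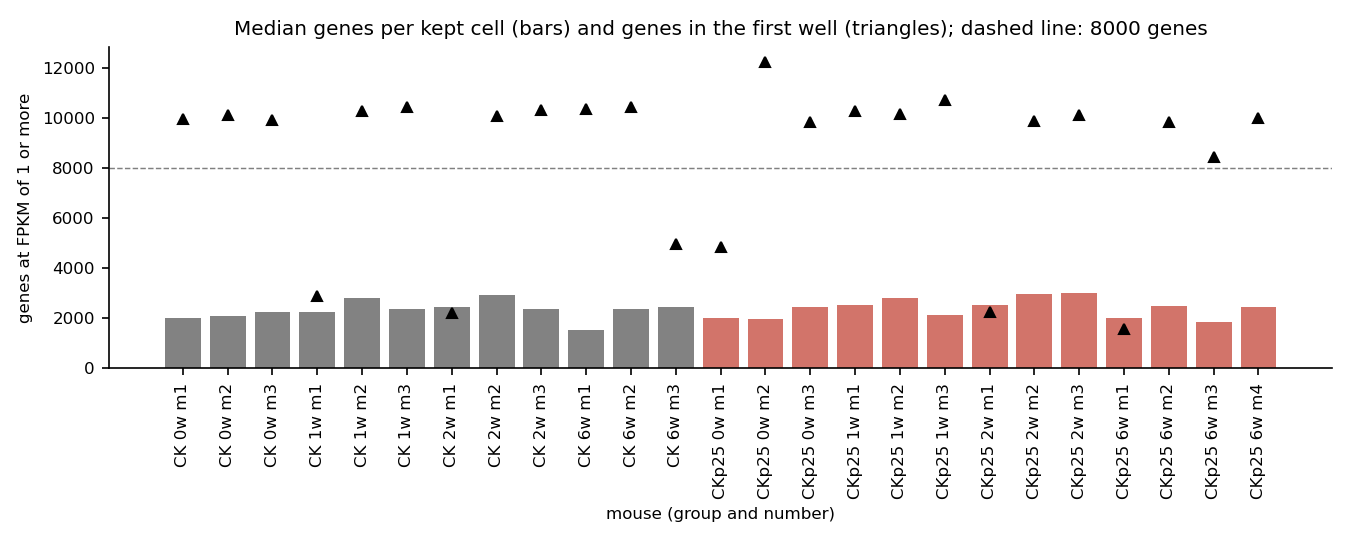
Genes at FPKM of 1 or more (y axis, number of genes) for each of the 25 mice (x axis; CK gray, CKp25 red), with bars for the median of the kept cells and triangles for the first well. The dashed line is at 8000 genes, which 19 of the 25 first wells exceed.

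Few cells carried several markers of another cell type. Of 2028 kept cells, 53 carried 3 or more markers of another type. They comprised 32 cells with markers of border-associated macrophages, 11 of astrocytes and 5 of oligodendrocytes, and 1 cell each of monocytes, neutrophils, T or NK cells, neurons and erythroid cells. No cell (0) carried B cell, dendritic cell or endothelial markers. First wells made up 7 of the 53, among them 4 with markers of border-associated macrophages and the 1 with neutrophil markers. CKp25 groups held 6, 3, 6 and 13 such cells at 0, 1, 2 and 6 weeks, and CK groups 11, 6, 5 and 3. Cells with astrocyte markers numbered 5 in CKp25 and 1 in CK at 2 weeks, and 3 and 0 at 6 weeks. Gfap, an astrocyte filament gene, was found in 3.99% ± 2.40 of CKp25 and 1.06% ± 1.04 of CK cells at 2 weeks, and in 7.10% ± 4.70 and 0.709% ± 1.23 at 6 weeks (exact permutation, p = 0.2 and 0.0571). Of 72 markers tested in this way, 4 had a higher and 4 a lower share of cells in every CKp25 mouse at 2 weeks, where chance gives 10% of markers. At 6 weeks these were 3 and 2, where chance gives 5.71%. Both chance shares are too high, since markers found in no cell of either genotype, such as S100a9 and Cd3e, cannot separate. The counts therefore do not show whether markers separated more often than by chance. These marker tests were chosen after the shares were seen. The border-associated macrophage, astrocyte and oligodendrocyte lists, each with 2 tested genes such as Mrc1, Slc1a2 and Mbp, did not pass limma's camera at 1, 2 or 6 weeks (adjusted p from 0.369 to 0.966). The astrocyte marker Slc1a3 was found in 43.1% of CKp25 and 59.8% of CK cells at 1 week. A list that holds such a gene says little about astrocytes. The endothelial list had adjusted p = 0.603, 0.966 and 0.716 at 1, 2 and 6 weeks. At 2 weeks its 2 tested genes moved apart. Kdr was higher by 0.34 ± 0.09 (adjusted p = 0.0102) and Pecam1 differed by -0.57 ± 0.18 (adjusted p = 0.0414). Flt1, not tested by limma, was found in 7.79% ± 3.81 of CKp25 and 2.48% ± 0.680 of CK cells. By share of cells Kdr and Flt1 separated the genotypes upward and Pecam1 downward (exact permutation, p = 0.1 each). The other endothelial markers did not separate them at 2 weeks. The monocyte list rose at 2 weeks (median 0.50, adjusted p = 0.0221), where adjusted p = 0.0559 with an estimated correlation, and had adjusted p = 0.603 and 0.716 at 1 and 6 weeks. Within it, Plac8 was higher at 2 weeks by 0.92 ± 0.11 (adjusted p = 3.05e-08; 14.0% ± 1.09 of CKp25 and 1.07% ± 1.09 of CK cells), whereas Ccr2, the chemokine receptor of inflammatory monocytes, had adjusted p = 0.697. The monocyte marker Ly6c2, not tested by limma, was found in 2.17% ± 1.94 of CKp25 and 0% of CK cells at 2 weeks (exact permutation, p = 0.1). Chil3, F13a1 and Vcan were lower in CKp25 without separating the genotypes. Of the lists with 1 tested gene, Cxcr2 of the neutrophil list was lower at 1 week by -1.26 ± 0.33 (adjusted p = 0.0147). Cxcr2 was found in 47.8% ± 9.40 of CKp25 and 76.3% ± 4.21 of CK cells at 1 week. The neutrophil marker S100a9 was found in 0% and 0.748% of them, so the fall of Cxcr2 says little about neutrophils. Cd3d (T or NK cell), Cd79b (B cell), Xcr1 (dendritic cell) and Camk2a (neuron) had adjusted p from 0.456 to 0.968 at 1, 2 and 6 weeks, and the erythroid list had 0 tested genes. At 0 weeks the 5 tested cell type lists had adjusted p from 0.0778 to 0.885.

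Cdk5r1, the gene from which p25 derives, was the first gene examined. Its transgene is driven in neurons, so a sorted microglial sample tells little about the genotype labels. Cdk5r1 was at FPKM of 1 or more in 24.2% ± 1.48 of CKp25 and 28.2% ± 7.25 of CK cells at 0 weeks, and in 26.9% ± 11.2 and 31.1% ± 7.78 at 1 week. It was lower in CKp25 at 2 weeks by -0.87 ± 0.23 (adjusted p = 0.010), with 14.1% ± 5.92 of CKp25 against 36.5% ± 5.28 of CK cells. At 6 weeks the difference was -0.61 ± 0.21 (adjusted p = 0.0897), with 9.20% ± 2.40 against 23.5% ± 14.0 of cells. The change of the Cdk5r1 effect from 1 to 2 weeks was -0.64 ± 0.32 (adjusted p = 0.614).

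Before induction, the question was whether the genotypes already differed. No gene passed the threshold in either direction (limma, 0 higher and 0 lower of 9435). All CKp25 mice lay above or below all CK mice in 709 genes (7.51%), where chance gives 10%. At an unadjusted p under 0.05 there were 101 genes (1.07%), and the smallest adjusted p was 1.00. Ccl3 and Ccl4, chemokine genes that were higher in CKp25 at later weeks, differed by 1.15 ± 0.53 and 0.94 ± 0.69 (adjusted p = 1.00 for both). No pathway list passed limma's camera (adjusted p from 0.741 to 0.787). List medians lay between -0.16 for MHC class II and 0.13 for inflammatory cytokines and chemokines, and in several lists, DNA replication and lysosome among them, the median was above 0 while the test pointed down. The share of cells past the inflammatory limit was 10.5% ± 5.40 in CKp25 and 5.07% ± 1.48 in CK, without overlap between the mice (exact permutation, p = 0.1, the smallest that 3 against 3 can give).

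At 1 week, genes of the cell cycle rose together in CKp25 microglia. Of 22 measured DNA replication genes 21 rose and 0 fell (21 adjusted over the list alone), with a median difference of 1.03. Of 21 measured mitosis genes 20 rose and 0 fell (21 adjusted over the list alone), with a median of 0.81. Top2a, the topoisomerase that untangles sister chromatids, rose by 1.41 ± 0.10 (adjusted p = 2.84e-13), and was found in 25.1% ± 1.58 of CKp25 and 2.53% ± 1.60 of CK cells. Mki67, a marker of dividing cells, rose by 1.02 ± 0.09 (adjusted p = 2.15e-10), and was found in 23.3% ± 5.49 and 3.20% ± 2.83 of cells. The mitotic cyclin gene Ccnb1 rose by 1.09 ± 0.10, the kinase gene Cdk1 by 1.25 ± 0.15, and Rrm2, a subunit of ribonucleotide reductase, by 1.05 ± 0.11. Tk1 and Uhrf1 rose by 1.27 ± 0.12 and 1.28 ± 0.13. Outside the lists, Stmn1, which regulates microtubules, rose by 2.52 ± 0.30, from 8.99 ± 2.23 to 126 ± 12.7 FPKM. The list tests gave adjusted p = 6.54e-43 for DNA replication and 1.19e-51 for mitosis, and adjusted p = 0.000843 and 0.000996 with an estimated correlation. The effect differed from that at 0 weeks in both lists (median difference of effects 1.02 and 0.78, adjusted p = 0.00115 and 0.00118 with an estimated correlation).

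Genes of inflammatory signals also rose at 1 week. Of 14 measured cytokine and chemokine genes 6 rose and 0 fell (7 adjusted over the list alone), with a median of 0.92 (adjusted p = 1.30e-07, and adjusted p = 0.0259 with an estimated correlation). The effect at 1 week less that at 0 weeks had a median of 0.82, with adjusted p = 0.0757 with an estimated correlation. Ccl4 and Ccl3, chemokines that draw in leukocytes and whose near-identical copies make their values uncertain, rose by 3.19 ± 0.69 and 2.91 ± 0.53, Ccl12 by 2.58 ± 0.48 and Tnf by 1.77 ± 0.28 (adjusted p = 1.91e-05). The receptor genes Gpr84 and C5ar1 rose by 2.35 ± 0.45 and 1.92 ± 0.40, and Sdf2l1, an endoplasmic reticulum stress gene, by 2.76 ± 0.53. The phagocytic and lipid-handling list had 4 genes that rose and 0 that fell of 26 (6 adjusted over the list alone), with a median of 0.82, and adjusted p = 0.238 with an estimated correlation. Among them Lpl, which releases fatty acids from lipoproteins, rose by 1.27 ± 0.26 (adjusted p = 0.00118). Cst7, a cathepsin inhibitor, rose by 1.73 ± 0.45 (adjusted p = 0.0170), a call lost without CK mouse 1 or CKp25 mouse 2. Of 13 glycolysis genes 5 rose, Tpi1 by 1.75 ± 0.40 (7 higher and 1 lower adjusted over the list alone), with a median of 0.76 and adjusted p = 0.238 with an estimated correlation. The cholesterol synthesis list (9 measured, 0 called over all genes and 0 adjusted over the list alone) had a median of 0.35 and adjusted p = 0.00711, and adjusted p = 0.125 with an estimated correlation.

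The homeostatic list, genes typical of resting microglia, had a median of -0.98 at 1 week (adjusted p = 1.07e-08), and adjusted p = 0.114 with an estimated correlation. Of its 21 genes 1 fell and 0 rose (5 lower adjusted over the list alone). This gene, the purinergic receptor gene P2ry12, fell by 1.66 ± 0.48 (adjusted p = 0.0366), from 3119 ± 802 to 1266 ± 388 FPKM. Its call was lost without CK mouse 1, 2 or 3, or without CKp25 mouse 2 or 3. Outside the list, the transporter gene Abca9 fell by 1.89 ± 0.44 and the ecto-nucleotidase gene Entpd1 by 1.70 ± 0.51, whose call was lost in 14 of 25 omissions of a mouse. Predicted gene Gm10790 and the pseudogene Pisd-ps3, both uncertain, fell by 1.88 and 1.84, and the call of Pisd-ps3 was lost without CK mouse 2 or 3 or CKp25 mouse 2 or 3, that of Gm10790 without CK mouse 1. Lists that did not pass were type I interferon response (27 measured, median 0.17, adjusted p = 0.535), MHC class II (8 measured, 0.30, 0.879) and MHC class I presentation (12 measured, 0.05 with the test pointing down, 0.880). Others were complement and Fc receptors (14 measured, median -0.19, adjusted p = 0.315), lysosome (16 measured, 0.22, 0.470) and dissociation and immediate early response (17 measured, -0.16, 0.0741). The interferon list did pass camera with the log2 of the mean FPKM (median 0.57, adjusted p = 0.000116). It also passed with only the groups of the weeks compared (median 0.17, adjusted p = 0.00133), and the dissociation list passed in some settings. By fry, which asks whether a list's genes move one way on balance, p was 5.0e-09 for DNA replication, 7.54e-09 for mitosis and 0.00316 for the homeostatic list.

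In all, 368 genes were higher and 37 lower at 1 week (limma, 9435 tested). Over all tested genes 1951 (20.7%) had no overlap between the mice of the 2 genotypes, where chance gives 10%. Without the first wells the counts were 327 and 34. The higher share moved with the scaling, to 283 higher and 119 lower after quantile normalization. With the log2 of the mean FPKM of a mouse, the median of all genes moved to -0.17 at 1 week, -0.35 at 2 weeks and -0.18 at 6 weeks, from 0.06, -0.00 and -0.04, and 96 genes were higher and 9 lower at 1 week. In that setting Ccl3, Ccl4, Ccl12, Tnf, Gpr84, C5ar1, Sdf2l1, Lpl and Tpi1 did not pass at 1 week, while Top2a, Mki67, Ccnb1, Cdk1 and Stmn1 did. Without CK mouse 1, CK mouse 3 or CKp25 mouse 2, 205, 238 or 209 genes were higher. With each mouse left out in turn, the count of lower genes ranged from 10 to 50.

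**Figure D2:**
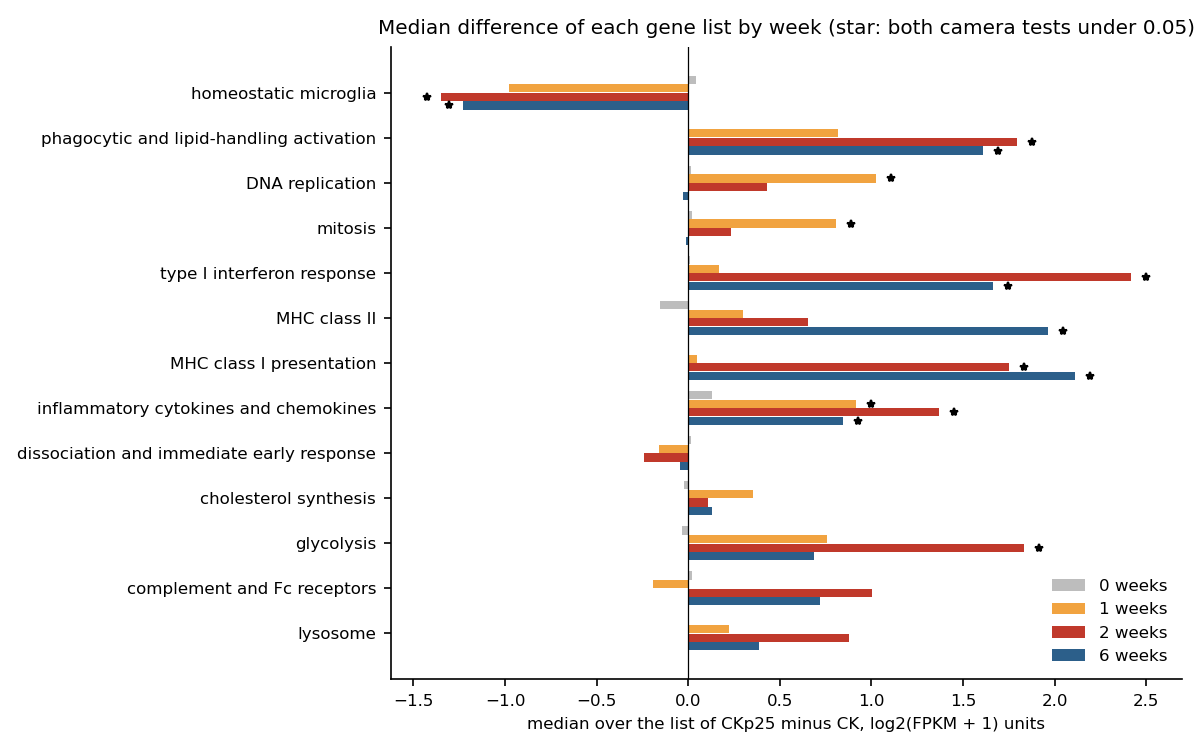
Median difference (CKp25 minus CK) in mean log2(FPKM + 1) (x axis, bars) of the members of each of the 13 pathway lists (y axis) at 0, 1, 2 and 6 weeks, where a star marks lists under 0.05 by camera with both the preset and the estimated correlation. DNA replication has a median of 1.03 at 1 week and -0.03 at 6 weeks, type I interferon response 0.17 and 1.67.

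At 2 weeks the interferon response was the broadest change. Of 27 measured interferon genes 26 rose and 0 fell (27 adjusted over the list alone), with a median of 2.42 (adjusted p = 3.30e-65, and adjusted p = 0.00118 with an estimated correlation). Ifi27l2a rose by 7.36 ± 0.71, from 10.2 ± 5.87 to 818 ± 163 FPKM. Irf7, the transcription factor that amplifies interferon production, rose by 4.37 ± 0.43 and was found in 67.8% ± 2.97 of CKp25 and 1.75% ± 1.19 of CK cells. Ifit3, which blocks viral RNA, rose by 2.33 ± 0.23 and the antiviral gene Oasl2 by 3.36 ± 0.27. Outside the list, Ifitm3, a restriction factor against viruses, rose by 6.22 ± 0.56. Of 12 MHC class I genes 9 rose and 0 fell (9 adjusted over the list alone), with a median of 1.75 (adjusted p = 0.00899 with an estimated correlation). H2-D1 and H2-K1, which share reads with other class I genes and are uncertain, rose by 4.95 ± 0.60 and 4.69 ± 0.57, and the peptide transporter gene Tap1 rose by 2.69 ± 0.36. The interferon effect was larger than at 1 week (median difference of effects 2.30, adjusted p = 0.000558 with an estimated correlation), as was that of MHC class I (2.01, adjusted p = 0.00435 with an estimated correlation).

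Genes of phagocytic activation rose at 2 weeks as well. Of 26 measured members 20 rose and 0 fell (23 adjusted over the list alone), with a median of 1.79 (adjusted p = 2.12e-34, and adjusted p = 0.00118 with an estimated correlation). Lgals3bp, a secreted glycoprotein, rose by 6.62 ± 0.47, from 47.8 ± 19.4 to 823 ± 50.5 FPKM. The receptor tyrosine kinase gene Axl, which recognises dying cells, rose by 5.01 ± 0.33 and was found in 85.6% ± 9.01 of CKp25 and 7.05% ± 0.711 of CK cells. Cst7 rose by 6.14 ± 0.45, and Clec7a, a receptor for fungal glucans, by 4.14 ± 0.35. Apoe, the main lipid carrier of the brain, rose by 3.68 ± 0.90 (adjusted p = 0.00918), a call lost without CK mouse 2 or CKp25 mouse 3. The list's effect was larger than at 1 week (median difference of effects 1.21, adjusted p = 0.00346 with an estimated correlation). Of 14 cytokine and chemokine genes 10 rose and 0 fell (12 adjusted over the list alone), with a median of 1.37 (adjusted p = 0.00221 with an estimated correlation). Ccl3 rose by 4.49 ± 0.53 and Cxcl16 by 3.47 ± 0.44. Of 13 glycolysis genes 9 rose and 0 fell (10 adjusted over the list alone), with a median of 1.83 (adjusted p = 0.0361 with an estimated correlation), and Pkm, the last enzyme of glycolysis, rose by 2.98 ± 0.52.

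Homeostatic genes fell at 2 weeks. Of 21 measured members 11 fell and 0 rose (14 lower adjusted over the list alone), with a median of -1.35 (adjusted p = 5.18e-15, and adjusted p = 0.0178 with an estimated correlation). The purinergic receptor genes P2ry12 and P2ry13 fell by 3.20 ± 0.48 and 3.38 ± 0.51, with P2ry12 at 449 ± 45.0 FPKM in CKp25 and 2346 ± 619 in CK. The fructose transporter gene Slc2a5 fell by 3.24 ± 0.61, and Cx3cr1, the receptor for neuronal fractalkine, by 1.81 ± 0.44. Tmem119, a microglial surface marker, fell by 1.79 ± 0.47 (adjusted p = 0.010), a call lost without CK mouse 2 or without CKp25 mouse 1 or 3. Outside the list, the receptor genes Gpr165 and Gpr56 fell by 3.68 ± 0.74 and 2.85 ± 0.49. Gpr165 was found in 6.78% ± 6.17 of CKp25 and 65.3% ± 23.2 of CK cells.

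Some lists held their call at 2 weeks by the preset correlation alone. DNA replication had 12 genes that rose and 0 that fell of 22 (16 adjusted over the list alone), a median of 0.43, and adjusted p = 0.0550 with an estimated correlation. Mitosis had 3 that rose and 0 that fell of 21 (13 adjusted over the list alone), a median of 0.24, and adjusted p = 0.128 with an estimated correlation. Tk1 rose by 0.60 ± 0.12, Top2a by 0.54 ± 0.10 and Cdk1 by 0.72 ± 0.15. The effect was smaller than at 1 week in both lists (median difference of effects -0.63 and -0.50, adjusted p = 0.0151 and 0.00834 with an estimated correlation). MHC class II had 1 of 8 genes that rose (2 adjusted over the list alone), Cd74, the invariant chain, by 2.84 ± 0.42, a median of 0.65, and adjusted p = 0.103 with an estimated correlation. Complement and Fc receptors had 3 of 14 that rose, with Fcgr4 at 2.47 ± 0.30 and C3 at 1.00 ± 0.14 (5 adjusted over the list alone), a median of 1.00, and adjusted p = 0.121 with an estimated correlation. The lysosome list had 4 of 16 that rose, with Npc2 at 2.18 ± 0.47 (6 adjusted over the list alone), a median of 0.88, and adjusted p = 0.103 with an estimated correlation. The dissociation list (median -0.24, adjusted p = 0.177) and cholesterol synthesis (0.11, 0.151) did not pass.

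In all, 579 genes were higher and 211 lower at 2 weeks (limma). Over all tested genes 2270 (24.1%) had no overlap between the genotypes, where chance gives 10%. Without the first wells the counts were 550 and 204. The split was 528 and 344 after quantile normalization and 187 and 173 with the log2 of the mean FPKM. With genes per cell as a covariate 444 genes were lower. Without CK mouse 1 or CKp25 mouse 3, 364 or 379 genes were higher, and without CK mouse 1, CK mouse 2, CKp25 mouse 1 or CKp25 mouse 3, 135, 126, 110 or 99 were lower.

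**Figure D3:**
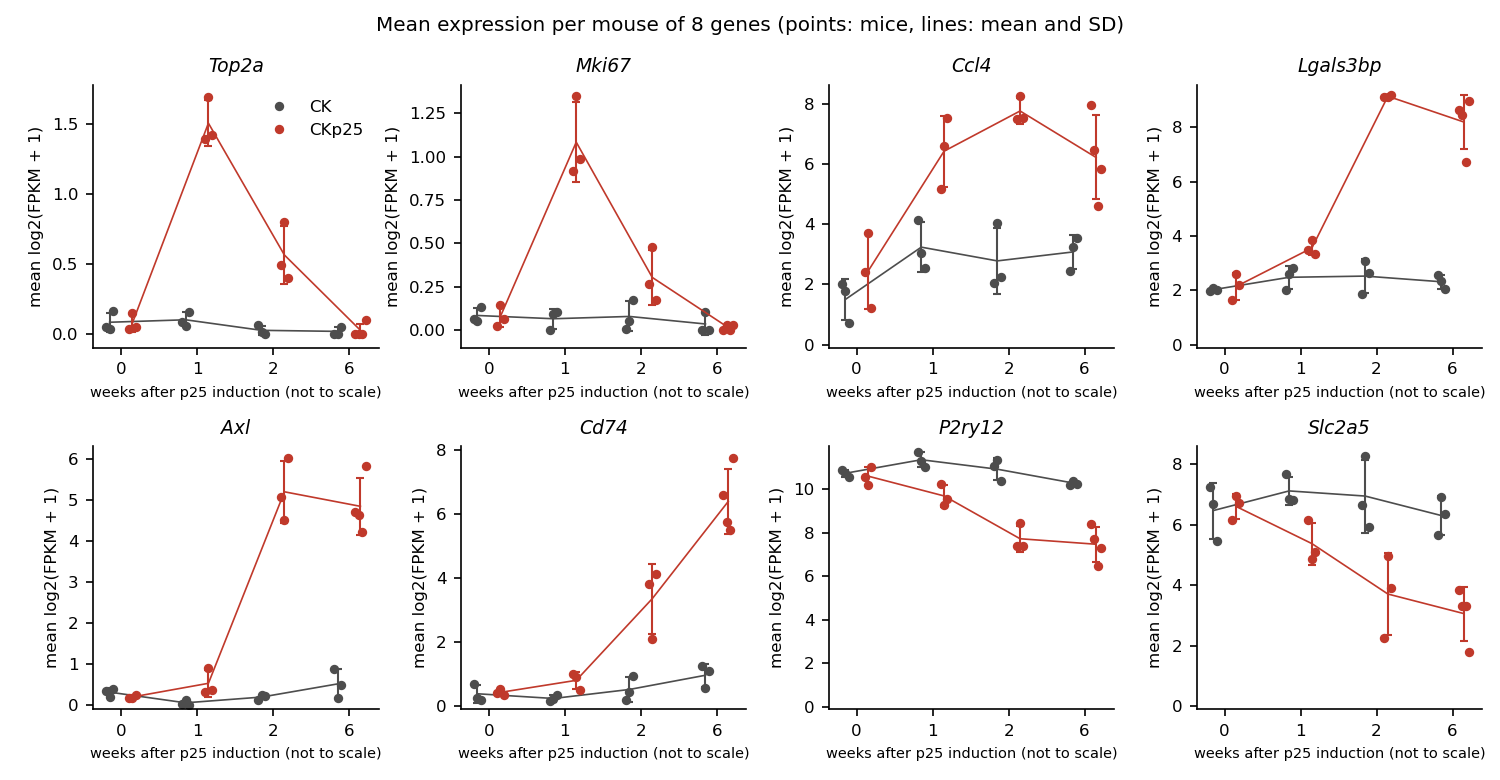
Mean log2(FPKM + 1) per mouse (y axis, 1 point per mouse, lines for the group mean, whiskers for SD) of Top2a, Mki67, Ccl4, Lgals3bp, Axl, Cd74, P2ry12 and Slc2a5 at 0, 1, 2 and 6 weeks (x axis, not to scale) in CK and CKp25. Top2a is higher by 1.41 in CKp25 at 1 week, and P2ry12 differs by -3.20 at 2 weeks.

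At 6 weeks the genes of MHC class II rose beside those of phagocytic activation and interferon response. Of 8 measured MHC class II genes 5 rose and 0 fell (6 adjusted over the list alone), with a median of 1.96 (adjusted p = 1.41e-15, and adjusted p = 0.00134 with an estimated correlation). Cd74 rose by 5.44 ± 0.39 and was found in 73.9% ± 7.64 of CKp25 and 15.1% ± 4.09 of CK cells. H2-Aa rose by 3.37 ± 0.38, H2-Ab1 by 2.91 ± 0.55 and H2-Eb1 by 2.59 ± 0.25. These chains of the class II molecule share reads and are uncertain, and their calls and that of Cd74 were lost with the log2 of the mean FPKM. All 4 genes stayed higher in CKp25 under every setting and without any mouse, with lowest differences of 3.5 for Cd74, 2.11 for H2-Aa, 1.87 for H2-Ab1 and 1.47 for H2-Eb1. The list's effect was larger than at 2 weeks (median difference of effects 0.97, adjusted p = 0.0224 with an estimated correlation), though with the log2 of the mean FPKM the MHC class II median turned to -0.0554 and the list did not pass. Ms4a7 and Cbr2, markers of border-associated macrophages, were found in 7.50% ± 1.72 and 5.69% ± 1.34 of CKp25 cells at 6 weeks, against 3.32% ± 1.21 and 3.67% ± 1.28 of CK cells (exact permutation, p = 0.0286 for both). The other markers of these macrophages did not separate the genotypes at 6 weeks. Mrc1, Folr2 and Pf4 were higher, in 6.61%, 7.86% and 4.73% of CKp25 against 4.79%, 2.25% and 2.96% of CK cells (exact permutation, p = 0.343, 0.686 and 0.0857). Cd163 and Lyve1 were lower, in 4.70% and 0.919% of CKp25 against 7.28% and 1.44% of CK cells. Of 12 MHC class I genes 9 rose and 0 fell (9 adjusted over the list alone), with a median of 2.11 (adjusted p = 0.00183 with an estimated correlation).

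Of 26 phagocytic and lipid-handling genes 16 rose and 0 fell at 6 weeks (21 adjusted over the list alone), with a median of 1.61 (adjusted p = 5.56e-41, and adjusted p = 0.000916 with an estimated correlation). Apoe rose by 6.40 ± 0.84, Lgals3bp by 5.88 ± 0.44, Cst7 by 4.89 ± 0.42, and Lyz2, the lysozyme of macrophages, by 5.36 ± 0.49. Axl rose by 4.33 ± 0.31 and was found in 82.5% ± 8.88 of CKp25 and 13% ± 9.27 of CK cells. Of 27 interferon genes 25 rose and 0 fell (26 adjusted over the list alone), with a median of 1.67 (adjusted p = 0.00168 with an estimated correlation), Ifi27l2a by 6.16 ± 0.66 and Oasl2 by 3.00 ± 0.25. The interferon effect at 6 weeks less that at 2 weeks had a median of -0.80, with adjusted p = 0.168 with an estimated correlation. Of 14 cytokine and chemokine genes 6 rose and 0 fell (8 adjusted over the list alone), with a median of 0.84 (adjusted p = 0.00625 with an estimated correlation), among them Ccl3 by 3.69 ± 0.49, Ccl5 by 3.22 ± 0.65 and Il1b by 1.38 ± 0.17.

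Homeostatic genes were lower at 6 weeks, with 9 of 21 that fell and 0 that rose (14 lower adjusted over the list alone) and a median of -1.23 (adjusted p = 2.32e-15, and adjusted p = 0.0144 with an estimated correlation). P2ry12 fell by 2.81 ± 0.45, P2ry13 by 2.65 ± 0.48, Slc2a5 by 3.25 ± 0.57 and Gpr34 by 2.03 ± 0.44. Tmem119 fell by 1.92 ± 0.44. Outside the list, the sialomucin gene Cd164 fell by 3.12 ± 0.47 and Ckb, brain creatine kinase, by 2.81 ± 0.57. The homeostatic effect at 6 weeks less that at 2 weeks had a median of 0.28, with adjusted p = 0.169. DNA replication and mitosis genes did not pass at 6 weeks, with 0 called in either list and medians of -0.03 and -0.01 (adjusted p = 0.640 and 0.976). The DNA replication effect was smaller than at 2 weeks (median difference of effects -0.51, adjusted p = 0.0363 with an estimated correlation). For mitosis this difference had a median of -0.25, with adjusted p = 0.168 with an estimated correlation. Glycolysis had 4 of 13 genes that rose (6 adjusted over the list alone), with Tpi1 at 1.67 ± 0.37, a median of 0.69, and adjusted p = 0.0995 with an estimated correlation. Complement and Fc receptors had 4 of 14 that rose (5 higher and 1 lower adjusted over the list alone), with C4b at 2.01 ± 0.23, a median of 0.72, and adjusted p = 0.123 with an estimated correlation. The lysosome list had 1 of 16 that rose (1 adjusted over the list alone), Npc2 at 2.28 ± 0.44, a median of 0.39, and adjusted p = 0.248 with an estimated correlation. The dissociation list (median -0.04, adjusted p = 0.798) and cholesterol synthesis (0.13, 0.184) did not pass.

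In all, 397 genes were higher and 145 lower at 6 weeks (limma). Over all tested genes 1217 (12.9%) had no overlap between the genotypes, where chance gives 5.71% for 4 mice against 3. Without the first wells the counts were 405 and 125. The split was 531 and 357 after quantile normalization and 290 and 184 with the log2 of the mean FPKM. Without a cell filter 199 genes were higher, and with cells of 2000 or more genes 400 were lower. Without CK mouse 2, CK mouse 3 or CKp25 mouse 1, 62, 90 or 93 genes were lower, and without CK mouse 1, 229.

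Genes that rose at 1 week were shared with 2 weeks in 111 cases and with 6 weeks in 33, where 22.6 and 15.5 are expected of independent lists. Between 2 and 6 weeks 282 genes rose in both (24.4 expected) and 64 fell in both (3.24 expected). Each week had its own CK mice, so these overlaps rest on no shared controls. All weeks shared 1 limma fit, and with it the residual variance of each gene. The lists are therefore not independent, and the expected numbers are not a strict chance level. Of the 368 genes higher at 1 week, 347 (94.3%) were also on the higher side at 2 weeks and 206 (56.0%) at 6 weeks. Across genes, which are not independent replicates, Spearman's rho of the differences was 0.524 between 1 and 2 weeks, 0.519 between 2 and 6 weeks and 0.227 between 1 and 6 weeks.

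The genotype effect itself was tested for a change between weeks. From 0 to 1 week 107 genes differed (102 higher and 5 lower), Stmn1 by 2.48 ± 0.42 and Gpr84 by 2.74 ± 0.64 among the largest. From 1 to 2 weeks 161 genes differed (121 higher and 40 lower), with Ifi27l2a at 6.72 ± 1.00, Lgals3bp at 5.54 ± 0.67 and Axl at 4.53 ± 0.47, and Mki67 and Top2a at -0.79 and -0.87. From 2 to 6 weeks 4 genes differed (limma, 1 higher and 3 lower), with 528 at an unadjusted p under 0.05. These were H2-Eb1 (1.97 ± 0.37), the glucose transporter gene Slc2a6 (-1.51 ± 0.25), Optn (-0.70) and Prdx4 (-2.31). Of these 4 calls 0 were kept in every setting and 3 were lost without some mouse, and H2-Eb1 turned to -0.61 with the log2 of the mean FPKM. The count was 0 in 3 settings, 15 with mouse number as a block, and 1 to 16 with a mouse left out. From 0 to 2 weeks 248 genes differed (204 higher and 44 lower) and from 0 to 6 weeks 170 (145 and 25). After quantile normalization these splits were 229 and 97, and 230 and 81. With the log2 of the mean FPKM 50 genes differed from 0 to 1 week and 16 from 1 to 2 weeks, and with the gene filter at 30% of cells 2 and 87. Without the first wells, 81 genes were higher and 4 lower from 0 to 1 week, 122 and 38 from 1 to 2 weeks, and 1 and 3 from 2 to 6 weeks. Without CKp25 mouse 2 at 0 weeks 108 genes differed from 0 to 6 weeks, and without CKp25 mouse 3 at 6 weeks 271. Of 43 named calls from 0 to 1 week, 15 were kept in every setting and 16 were lost without some mouse. From 1 to 2 weeks these were 5 and 22 of 63. For CKp25 against CK within a week, 27 of 74 named calls were kept in every setting at 1 week. At 2 weeks 50 of 114 named calls were lost in some setting, and 61 were kept both in every setting and without any mouse. At 6 weeks 57 of 85 were kept in every setting. Those lost without some mouse numbered 25, 32 and 13 at 1, 2 and 6 weeks.

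CK mice were compared over time as a background for age and handling. No gene passed at 1, 2 or 6 weeks against 0 weeks (limma, 0 genes each, with 986, 549 and 277 at an unadjusted p under 0.05). The inflammatory list had medians of 0.71 at 2 weeks and 0.59 at 6 weeks (adjusted p = 0.000275 and 0.000288), and adjusted p = 0.426 and 0.348 with an estimated correlation. The dissociation list, immediate early genes such as Fos and Jun, had a median of 0.84 at 2 weeks (adjusted p = 0.000275), and adjusted p = 0.690 with an estimated correlation. The homeostatic list had a median of -0.41 at 6 weeks (adjusted p = 0.000689), and adjusted p = 0.751 with an estimated correlation. Mitosis and interferon lists had medians of -0.03 and 0.03 at 2 weeks (adjusted p = 0.000107 and 0.0137), and adjusted p = 0.773 and 0.83 with an estimated correlation.

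Shares of cells past a fixed score were compared next, and such a share depends on the limit chosen. The interferon score lay above the limit in 93.3% ± 2.50 of CKp25 and 5.98% ± 0.471 of CK cells at 2 weeks, and in 80.5% ± 22.0 and 5.18% ± 2.65 at 6 weeks. At 6 weeks CKp25 mouse 3 had 48.1% and the other CKp25 mice 85.4% to 94.7%. At 1 week the interferon shares were 19.7% ± 9.83 in CKp25 and 7.96% ± 3.43 in CK. The phagocytic score lay above it in 33.1% ± 11.8, 87.7% ± 10.3 and 80.5% ± 15.6 of CKp25 cells at 1, 2 and 6 weeks, against 5.39% ± 3.67, 6.69% ± 3.65 and 9.87% ± 0.774 of CK cells. For DNA replication the shares in CKp25 were 46.5% ± 1.28, 21.3% ± 8.22 and 2.59% ± 0.665, against 7.0% ± 0.619, 10.3% ± 5.27 and 8.70% ± 5.71 in CK. For mitosis they were 26.2% ± 3.78, 13.2% ± 4.79 and 1.88% ± 1.65, against 4.48% ± 2.07, 5.0% ± 4.18 and 3.96% ± 3.98. MHC class II lay above its limit in 10.1% ± 2.45, 29.4% ± 11.7 and 56.7% ± 8.56 of CKp25 cells, against 6.62% ± 2.11, 5.98% ± 1.14 and 13.7% ± 7.84 of CK cells. The inflammatory score did so in 42.3% ± 5.88, 67.9% ± 3.65 and 46.9% ± 4.36, against 11.3% ± 3.91, 20.4% ± 9.73 and 16.8% ± 5.31. The homeostatic score lay below its limit in 5.56% ± 2.82, 30.2% ± 10.5 and 50.3% ± 11.5 of CKp25 cells, against 0.755% ± 0.657, 2.16% ± 2.88 and 11.7% ± 14.1.

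Permutation over weeks 1, 2 and 6 gave adjusted p = 0.000167 for the homeostatic, phagocytic and inflammatory shares, whose unadjusted p of 7.14e-05 is the smallest the 14000 splits can give. It gave 0.00025 for MHC class II, 0.0004 for interferon, 0.0147 for mitosis and 0.03 for DNA replication, with mean differences of 23.3, 58.1, 9.28 and 14.8 percentage points. With the limit at the 99th percentile the MHC class II share differed by 1.33 percentage points (permutation, adjusted p = 0.0577). Within a week, 3 mice against 3 cannot go below p = 0.1 by exact permutation, and 4 against 3 cannot go below 0.0286. At 6 weeks the exact permutation p was 0.114 for DNA replication and 0.486 for mitosis, both lower in CKp25, and 0.0571 for interferon. A score class is a range and not a cell type, and 2.51% to 6.66% of cells lay within 0.1 of a limit.

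**Figure D4:**
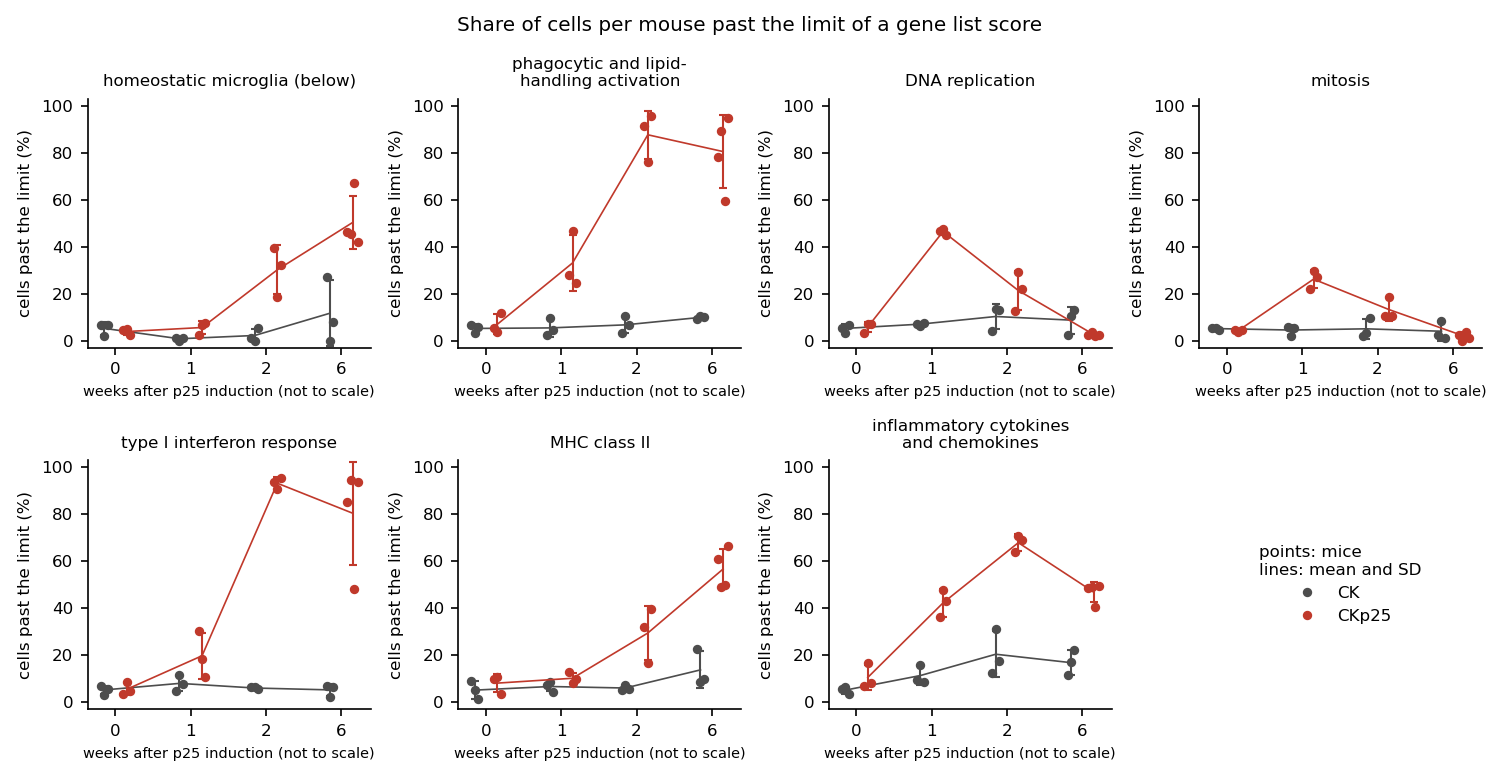
Share of cells past the limit of each of 7 list scores (y axis, percent of the kept cells of a mouse, 1 point per mouse) at 0, 1, 2 and 6 weeks (x axis, not to scale) in CK and CKp25, with lines for the group mean and whiskers for SD. DNA replication peaks at 46.5% in CKp25 at 1 week, interferon reaches 93.3% at 2 weeks and MHC class II 56.7% at 6 weeks.

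Whether the programs lay in the same cells was asked within each of the 10 CKp25 mice of weeks 1, 2 and 6. Phagocytic and MHC class II scores rose together over cells, with a mean Spearman rho of 0.48 ± 0.11 (SD over mice), positive in 10 of 10 mice (exact sign-flip test, adjusted p = 0.0130). With genes per cell held, the mean was 0.34, positive in 10 of 10 mice (adjusted p = 0.00977). Phagocytic and interferon scores correlated at 0.25 and interferon and MHC class II scores at 0.19 (exact sign-flip test, adjusted p = 0.0130 for both), and with genes per cell held both means were -0.01. Mitosis correlated with interferon at 0.17 (adjusted p = 0.0234) and with MHC class II at 0.14 (adjusted p = 0.0195), which became 0.04 and 0.02 with genes per cell held. Homeostatic and phagocytic scores correlated at 0.03 (adjusted p = 0.727), and at -0.26 with genes per cell held, negative in 10 of 10 mice (adjusted p = 0.00977). Homeostatic and interferon scores correlated at 0.08 (adjusted p = 0.161), and at -0.14 with genes per cell held (adjusted p = 0.0130). The other pairs had adjusted p = 0.0618 for homeostatic and MHC class II, 0.142 for phagocytic and mitosis, and 0.727 for homeostatic and mitosis. Week means of the last 2 pairs differed: phagocytic and mitosis scores correlated at 0.29, 0.02 and 0.03 at 1, 2 and 6 weeks, and homeostatic and mitosis scores at -0.21, 0.15 and 0.10. Homeostatic and phagocytic scores did so at -0.08, -0.06 and 0.17.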

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

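All tests in this part were chosen before any result was seen. The genotype effect was called different between weeks for 107 genes from 0 to 1 week, 161 from 1 to 2 weeks, 4 from 2 to 6 weeks, 248 from 0 to 2 weeks and 170 from 0 to 6 weeks. Values below are the effect at the later week less that at the earlier week, in log2, for the genes with the largest changes.

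From 0 to 1 week the effect became larger for Gpr84, a receptor for medium-chain fatty acids, by 2.74, for Stmn1 by 2.48, for C5ar1 by 2.30, for Tagln2 by 1.87 and for Cdkn1a, an inhibitor of the cell cycle, by 1.75. It changed by -1.30 for Pknox1, -1.33 for Bckdha, -1.37 for Ccdc80, -1.94 for Pisd-ps2 and -2.05 for Sult1a1. From 1 to 2 weeks it became larger for Ifi27l2a by 6.72, Lgals3bp by 5.54, Ifitm3 by 5.43, Rtp4 by 4.68 and Axl by 4.53. It changed by -0.89 for Pbk and -0.89 for Ezh2, -0.97 for Snhg3, -1.20 for Ahcy and -1.26 for Tipin, a gene of the replication fork. From 2 to 6 weeks the 4 genes were H2-Eb1 at 1.97, Optn at -0.70, Slc2a6 at -1.51 and Prdx4 at -2.31. Of these 4 calls 0 were kept in every setting, and H2-Eb1 turned to -0.61 with the log2 of the mean FPKM. From 0 to 1 week 15 of 43 named calls were kept in every setting, and from 1 to 2 weeks 5 of 63.

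Lists that changed between successive weeks by both camera tests are given here as differences of the effects reported above. An order of programs was not tested. From 0 to 1 week the median change was 1.02 for DNA replication and 0.78 for mitosis. From 1 to 2 weeks the median change was 1.21 for phagocytic and lipid-handling genes, 2.30 for interferon genes and 2.01 for MHC class I genes, and -0.63 for DNA replication and -0.50 for mitosis. From 2 to 6 weeks it was -0.51 for DNA replication and 0.97 for MHC class II, where the latter turned to -0.0554 with the log2 of the mean FPKM and did not pass.

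In CKp25 at 6 weeks, the only group of 4 mice, Dixon's test found 1 mouse apart from the other 3 in 5 of 29 items, where about 1 in 20 is expected by chance, and 4 of the 5 are given here. Mouse 3 had 40.4% of cells above the inflammatory limit, a Cst7 mean log2(FPKM + 1) of 3.64 and a Clec7a mean of 3.73. Mouse 1 had an Apoe mean of 9.44. Both mice were kept in the main results.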

How the results depend on the processing

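Of the settings given here, 2 were chosen after the results were seen, without the first wells and TPM without small RNAs, and all others before. Over all settings, 221 of 272 counts of genes, 9589 of 10268 calls of named genes, 1344 of 1392 list tests, 200 of 210 shares and 35 of 50 correlations kept their call or size. With each mouse left out in turn these were 365 of 400, 14855 of 15425, 1932 of 1950, 846 of 875 and 97 of 100. The cause was not tested for any change given here, except where the setting itself removes genes, cells or mice.

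Without a gene filter, 2 genes were higher and 3 lower at 0 weeks. The effect then differed for 162 genes from 0 to 1 week, 0 from 2 to 6 weeks, 158 from 0 to 2 weeks and 92 from 0 to 6 weeks. In CK mice 5, 7 and 3 genes differed from 0 weeks at 1, 2 and 6 weeks. Between the genotypes, cholesterol synthesis passed at 2 weeks (0.0849, adjusted p = 0.00762). With a filter at 30% of cells, 107 genes were higher and 17 lower at 1 week, and 2 differed from 0 to 1 week and 87 from 1 to 2 weeks.

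With the log2 of the mean FPKM, 96 genes were higher and 9 lower at 1 week and 187 higher at 2 weeks. The effect differed for 50 genes from 0 to 1 week, 16 from 1 to 2, 1 from 2 to 6, 78 from 0 to 2 and 91 from 0 to 6 weeks. The interferon list passed at 1 week (0.57, adjusted p = 0.000116), and H2-Eb1 reversed from 2 to 6 weeks (-0.61, adjusted p = 0.994). Without a cell filter, 242 genes were higher and 20 lower at 1 week, 330 higher at 2 weeks and 199 higher at 6 weeks. From 2 to 6, 0 to 2 and 0 to 6 weeks 1, 161 and 84 genes differed, and the lysosome list did not pass at 6 weeks (0.0618, adjusted p = 0.220).

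With only the groups of the weeks compared, 194 genes were higher and 9 lower at 1 week, and 0 differed from 2 to 6 weeks. The interferon list (0.17, adjusted p = 0.00133) and the dissociation list (-0.16, adjusted p = 0.0254) passed at 1 week. With a pseudocount of 0.1, 24 genes were lower at 1 week and the dissociation list passed (-0.30, adjusted p = 0.0447). With a pseudocount of 10, 1 gene differed from 2 to 6 weeks. After quantile normalization, 119, 344 and 357 genes were lower at 1, 2 and 6 weeks, 311 differed from 0 to 6 weeks, and the lysosome list did not pass at 6 weeks (0.13, adjusted p = 0.719). With genes per cell as a covariate, 112, 444 and 264 genes were lower at 1, 2 and 6 weeks, and 1 differed from 2 to 6 weeks. With TPM without small RNAs, 22 genes were lower at 1 week.

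With cells of 2000 or more genes, 134 genes were lower at 2 weeks and 400 at 6 weeks, and 172 and 269 differed from 0 to 1 and 0 to 6 weeks. In these cells the homeostatic and phagocytic scores correlated at -0.20 (adjusted p = 0.00977), phagocytic and interferon at 0.11 (adjusted p = 0.0664), and interferon and MHC class II at 0.0939 (adjusted p = 0.0879). Without the trend and robust options of limma, 66, 96 and 0 genes differed from 0 to 1, 1 to 2 and 2 to 6 weeks, and 1 in CK at 2 weeks.

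With mouse number as a block, 430 genes were higher and 43 lower at 1 week, 652 and 252 at 2 weeks, and 338 and 161 at 6 weeks, and 15 differed from 2 to 6 weeks (1 higher and 14 lower). The correlation of same-numbered mice ranged from 0.0191 to 0.256 at 1 week, 0.0788 to 0.348 at 2 weeks and -0.119 to 0.136 at 6 weeks.

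With an estimated correlation, lists that did not pass at 1 week were homeostatic (-0.98, adjusted p = 0.114), phagocytic (0.82, 0.238), cholesterol synthesis (0.35, 0.125) and glycolysis (0.76, 0.238). At 2 weeks they were DNA replication (0.43, adjusted p = 0.0550), mitosis (0.24, 0.128), MHC class II (0.65, 0.103), complement (1.00, 0.121) and lysosome (0.88, 0.103). At 6 weeks they were glycolysis (0.69, adjusted p = 0.0995), complement (0.72, 0.123) and lysosome (0.39, 0.248). Without cells of other types the dissociation list passed at 1 week (-0.18, adjusted p = 0.0396), and homeostatic and MHC class II scores correlated at 0.12 (adjusted p = 0.0391). With the 99th percentile, the MHC class II share averaged over weeks 1, 2 and 6 differed by 1.33 percentage points (permutation, adjusted p = 0.0577).

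With genes per cell held, the correlation was -0.26 for homeostatic and phagocytic scores (adjusted p = 0.00977) and -0.14 for homeostatic and interferon scores (adjusted p = 0.0130). It was -0.0129 for phagocytic and interferon and -0.00774 for interferon and MHC class II (adjusted p = 0.785 for both), 0.0363 for mitosis and interferon (adjusted p = 0.555) and 0.0218 for mitosis and MHC class II (adjusted p = 0.667). Over weeks 2 and 6 alone, by exact sign flips, it was 0.23 for phagocytic and interferon (adjusted p = 0.0625). It was 0.50 for phagocytic and MHC class II (adjusted p = 0.0521) and 0.18 for interferon and MHC class II (0.0625). For mitosis it was 0.13 with interferon (adjusted p = 0.117) and 0.0918 with MHC class II (0.0893). Fewer mice allow fewer flips, so the smallest possible p is larger there and these lost calls decide little. The phagocytic and MHC class II mean was 0.48 over weeks 1, 2 and 6.

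With each mouse left out, 205 to 483 genes were higher and 10 to 50 lower at 1 week, 364 to 676 and 99 to 257 at 2 weeks, and 287 to 468 and 62 to 229 at 6 weeks, and 0 at 0 weeks. Between weeks, 73 to 145 genes differed from 0 to 1, 114 to 187 from 1 to 2, 1 to 16 from 2 to 6, 166 to 279 from 0 to 2 and 108 to 271 from 0 to 6 weeks. In CK, 0 to 2 genes differed at 1 week, 2 of them without CK mouse 3 of 1 week, and 0 at 2 and 6 weeks. The dissociation median at 1 week ranged from -0.35 to 0.0301, and passed without CK mouse 1 (-0.35, adjusted p = 0.0079) or CKp25 mouse 3 (-0.30, adjusted p = 0.0024). The homeostatic and interferon correlation ranged from 0.0442 to 0.11, passing without CKp25 mouse 2 of 1 week (adjusted p = 0.0293), and that of homeostatic and MHC class II scores from 0.0860 to 0.14, passing without CKp25 mouse 1 or 2 of 1 week.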

Other observations

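The first wells and the count of splits that regrouped both weeks were chosen for study after results were seen, and the tests of the 3 patterns and the other splits before. Of the 25 wells numbered first for a mouse, 19 held over 8000 genes and 6 did not. In 19 of 19 such wells the profile correlated with the mean of the same mouse's other cells more than any other cell did, with a median r of 0.807 against a highest other r of 0.730 and a median other r of 0.633. In 5 of the 6 others it lay below the highest other cell. Mitosis scores of the 19 lay between 3.37 and 3.67 in CKp25 at 1 week and between 0.42 and 0.67 at 6 weeks, and their MHC class II scores between 5.94 and 7.04 in CKp25 at 6 weeks. In CK their mitosis scores lay between 0.58 and 2.41 at 1 week and between 0.57 and 0.66 at 6 weeks. Their MHC class II scores in CK lay between 2.99 and 5.37 at 6 weeks.

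The first pattern is the rise of cell-cycle genes such as Top2a and Mki67 in CKp25 at 1 week. With genes per cell as a covariate, 41 of 41 called members stayed past the threshold, which argues against a difference in genes per cell. Ccr2 or Ly6c2 was at FPKM of 10 or more in 2.29% of 131 cells above the DNA replication or mitosis limit. In the 136 others it was 3.68%, which argues against infiltrating monocytes, unless such cells had lost both markers. As a hypothesis, resident microglia may enter the cell cycle in the first week. A label taken up during DNA synthesis, given to mice with marked resident microglia, would test it.

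The second pattern is the rise of MHC class II genes such as Cd74 in CKp25 at 6 weeks. Of 133 cells above the MHC class II limit, 6.77% carried 2 or more markers of another myeloid or B cell type, and of 98 others 6.12%, which argues against such cells as the source. With the log2 of the mean FPKM the calls of Cd74, H2-Aa, H2-Ab1 and H2-Eb1 were lost at differences of 3.98, 4.22, 3.38 and 3.23. Cd74 was found in 73.9% ± 7.64 of CKp25 and 15.1% ± 4.09 of CK cells at 6 weeks. H2-Eb1 was found in 38.5% ± 8.93 and 3.37% ± 3.41 of cells. With the limit at the 99th percentile the difference in share, averaged over weeks 1, 2 and 6, was 1.33 percentage points, against 23.3 at the main limit. The difference at 6 weeks alone is not reported for that limit, so how many cells take part in the list as a whole stays open. As a hypothesis, microglia that handle lipid could take up antigen presentation, since phagocytic and MHC class II scores correlated at 0.44, 0.39 and 0.59 over cells at 1, 2 and 6 weeks, and at 0.34 over all with genes per cell held. Protein of both programs in the same cells would test it.

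The third pattern is the fall of homeostatic genes such as P2ry12 in CKp25 at 2 weeks. Other genes at the same level had a median difference of 0.55, against -1.35 for the list, which argues against a few abundant genes taking more of the FPKM total. With genes per cell as a covariate, 10 of 11 called members stayed past the threshold. Whether RNA falls by less transcription or by faster decay stays open, and the homeostatic list at 1 week had adjusted p = 0.114 with an estimated correlation. As a hypothesis, activated cells might lose the homeostatic program, which staining of both programs in the same cells at 1 and 2 weeks would test, since over weeks 1, 2 and 6 together the 2 scores correlated at 0.03, and at -0.26 with genes per cell held.

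Mice were also divided in other ways, all of them within a week and a random sample of them between weeks, to see how many genes another division calls. At 6 weeks 1 of 35 splits, the real one with 542 genes, called as many (highest other 433). This argues against chance, though 1 of 35 is the lowest share these splits can give. At 1 and 2 weeks 10 splits are too few, and 1 of 10 called as many as the real 405 (highest other 0) and 790 (highest other 1). At 0 weeks and for CK at 1, 2 and 6 weeks against 0 weeks the splits decide nothing, since with a real count of 0 all 10 of 10 must call as many, and the highest others were 1, 0, 1 and 2.

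Between weeks the splits decide nothing about chance. A split that keeps or exchanges the genotypes of 1 week as a whole still holds the genotype effect of that week, and partial exchanges hold a part of it. From 0 to 1 week 7 of 99 splits called as many as the real 107 (highest other 159), and the 75 that regrouped both weeks called at most 2. From 0 to 2 weeks 5 of 100 did (real 248, highest other 286), and the 77 that regrouped both weeks called at most 1. From 2 to 6 weeks 10 of 100 did (real 4, highest other 776), and the 88 that regrouped both called at most 11. From 0 to 6 weeks 4 of 100 did (real 170, highest other 215), with at most 175 among the 92 that regrouped both. From 1 to 2 weeks 12 of 100 did (real 161, highest other 1055), with at most 776 among the 77 that regrouped both, several times the real count, and the cause was not tested.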
